# DNA methylation changes induced by long and short photoperiods in *Nasonia*

**DOI:** 10.1101/gr.196204.115

**Published:** 2016-02

**Authors:** Mirko Pegoraro, Akanksha Bafna, Nathaniel J. Davies, David M. Shuker, Eran Tauber

## Abstract

Many organisms monitor the annual change in day length and use this information for the timing of their seasonal response. However, the molecular mechanisms underlying photoperiodic timing are largely unknown. The wasp *Nasonia vitripennis* is an emerging model organism that exhibits a strong photoperiodic response: Short autumnal days experienced by females lead to the induction of developmental arrest (diapause) in their progeny, allowing winter survival of the larvae. How female *Nasonia* control the developmental trajectory of their offspring is unclear. Here, we took advantage of the recent discovery that DNA methylation is pervasive in *Nasonia* and tested its role in photoperiodism. We used reduced representation bisulfite sequencing (RRBS) to profile DNA methylation in adult female wasps subjected to different photoperiods and identified substantial differential methylation at the single base level. We also show that knocking down *DNA methyltransferase 1a (Dnmt1a)*, *Dnmt3*, or blocking DNA methylation pharmacologically, largely disrupts the photoperiodic diapause response of the wasps. To our knowledge, this is the first example for a role of DNA methylation in insect photoperiodic timing.

Seasonal timing is a key survival process for many organisms, especially in temperate regions. In most cases, light is the primary cue, and the seasonal change in day length is monitored by a so-called “photoperiodic clock” (Bradshaw and Holzapfel 2010). Despite intensive study of the photoperiodic clock for the last 80 years at the phenomenological level, the “black box” approach has provided almost no information about the underlying molecular mechanisms (Saunders et al. 2004). This is in marked contrast to our level of understanding of the circadian clock that regulates daily rhythms, in which studies in various model organisms have led to the discovery of general principles and a detailed understanding of the underlying molecules, which are highly conserved across diverse phyla (Hogenesch and Ueda 2011).

*Nasonia* is a typical temperate-zone insect, in which short photoperiods experienced by females during autumn induce developmental arrest (diapause) in the progeny at the larval stage (Saunders 1965), an adaptation that allows the species to survive the winter. However, how the photoperiodic information is transferred from mothers to their progeny remains unknown, but other studies of the transgenerational transfer of phenotypes (Ho and Burggren 2010) suggest a possible role for epigenetic encoding (e.g., DNA methylation).

The recent sequencing of the *Nasonia* genome has revealed a comprehensive kit of DNA methylation machinery (Werren et al. 2010), including five DNA methyltransferase genes (*Dnmt1*-*3*). In a recent survey of methylation in *Nasonia* (Park et al. 2011), 18 genes were analyzed using bisulfite sequencing. On average, 30% of CpGs were methylated, indicating substantial methylation in the *Nasonia* genome, and as with other insects, this methylation was mainly found in gene bodies. The degree of methylation of the small subset of genes studied in *Nasonia* mirrored that seen for orthologous genes in other Hymenoptera (Zemach et al. 2010); and given the role of DNA methylation in phenotypic plasticity in honeybees (Kucharski et al. 2008), this process may well have an important role in regulating aspects of life history in *Nasonia* as well. Indeed, recent work exploring the RNAi silencing of *Dnmt1a* in *Nasonia* resulted in embryonic lethality, demonstrating a critical role of methylation in the control of development (Zwier et al. 2012).

The robust photoperiodic response of *Nasonia* provides us with the opportunity to test the role of DNA methylation in seasonal timing. Some evidence already alludes to this as a potential mechanism (Alvarado et al. 2014). For example, it has been shown that the timing of flowering in plants (induced by seasonal changes in day length) involves various epigenetic modifications, including DNA methylation (Yaish et al. 2011). Moreover, in mammals, DNA methylation of the type III deiodinase (*dio3*) gene has recently been shown to be critical for measuring photoperiod (Stevenson and Prendergast 2013).

Here, we test whether a similar encoding of environmental cues by DNA methylation underpins seasonal timing in insects. First, we provide a detailed genomic description of methylation in *Nasonia vitripennis*, which augments the recently published data sets (Wang et al. 2013; Beeler et al. 2014). Second, we identify differentially methylated sites in females associated with experience of long or short days. We predict that the major developmental decision of direct development versus diapause of offspring should involve genes in a number of pathways, some of which may respond to day length by increased methylation and some by decreased methylation. Third, we experimentally manipulate DNA methylation in females and observe how these manipulations influence offspring diapause. We use two independent techniques that influence genome-wide methylation in different ways: (1) RNA-interference knockdown of *Dnmt1a*–*c* and *Dnmt3*; and (2) pharmacological knockdown using the methylation inhibitor 5-aza-2′-deoxycytidine.

## Results

### The *Nasonia* methylome

To identify DNA methylation changes induced by photoperiod, we quantified DNA methylation in genomic DNA extracted from whole female *Nasonia vitripennis* wasps kept in either long- or short-day conditions. We used reduced representation bisulfite sequencing (RRBS) (Gu et al. 2011) to achieve single-nucleotide resolution of DNA methylation of CpG dinucleotides distributed throughout the *Nasonia* genome at high coverage.

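Each photoperiod was represented by 1 library, made from the DNA of 10 whole females kept for 10 d at 18 h of light per day (long day) or at 6 h of light per day (short day). In RRBS, DNA is cut at the CCGG sites of MspI, so that the short fragments that are sequenced are rich in CpGs. Bisulfite converts unmethylated cytosines, which are then read as T, whereas methylated cytosines are still read as C. The authors trimmed the reads with Trim Galore 0.2.5, removed reads of low quality or without the start left by MspI, and aligned the remainder to Nvit_2.0 with Bismark 0.7.7. The deposited files give, for each cytosine on each strand, the number of reads that call it methylated and the number that call it unmethylated, and list only cytosines with at least 10 reads. They hold 262012114 calls over 3034429 cytosines for the long-day library and 309931457 calls over 3348413 cytosines for the short-day library. The mean depth per listed cytosine was 86.3 reads in long day and 92.6 reads in short day, and the paper's reported values are 86.4 and 92.6. From these counts, the methylation level of each cytosine, the calls of methylated cytosines and the comparison of the libraries were computed again. Intervals are 95% Wilson intervals for reads as independent draws. They cover counting error only, because PCR copies of a molecule cannot be told from separate molecules without molecular identifiers. With 1 library per photoperiod, a test on the reads compares the 2 libraries and not the photoperiods, since the variation between pools of females was not measured.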

After removal of low-quality reads, we obtained 27,255,357 reads (1.06 Gbp) from the long-day sample (LD) and 30,818,609 reads (1.25 Gbp) from the short-day sample (SD). The mapping efficiency of these reads to the *Nasonia* reference genome was 84.1% (LD) and 83.2% (SD). The average coverage depth of the reads was 92.6× for the short-day sample and 86.4× for the long-day sample. By the same metric, 4.53% (1,270,716) of CpG sites in the genome were covered by both samples at an average depth of 95.72× for the SD sample and 88.97× for the LD sample. The LD reads covered 1,304,087 CpG sites (4.65% of all genomic CpGs), whereas the SD reads covered 1,385,067 CpG (4.94%). 

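Both libraries sampled nearly the same part of the genome, with greater depth in short day. The CpGs covered in both libraries made up 97.4% of the long-day CpGs and 91.7% of the short-day CpGs. Over the 1270716 shared CpGs, the mean depth was 90.2 reads in long day and 100.04 reads in short day. Over all CpGs of each library, the depth had a mean of 89.0 and a median of 93 reads in long day, and a mean of 95.7 and a median of 98 reads in short day. The share of reads that called a CpG methylated was 0.520% in long day and 0.542% in short day, compared with that in the CHH context, at 0.430% and 0.449%, and in the CHG context, at 0.394% and 0.412%. Each strand of a CpG was counted as a site of its own. CpGs with fewer than 10 reads in a library are not listed for it, so the counts hold at that minimum.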

We detected 1618 and 2018 methyl CpGs in the LD and SD samples, respectively, using a 1% false discovery rate (FDR) (see Methods), comprising 0.124% and 0.146% of the cytosines with sequence coverage that were analyzed.

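Methylated CpGs were rare in both libraries, and those methylated in at least 1 library were clustered. Of the covered CpGs, 1451 of 1304087 were methylated in long day (0.111%, interval 0.106% to 0.117%) and 1826 of 1385067 in short day (0.132%, interval 0.126% to 0.138%). Among CpGs covered in both libraries, 1416 were methylated in long day and 1571 in short day. With the strands of a CpG counted as 1, 76.0% of the 1603 CpGs methylated in at least 1 library and covered in both had another such CpG within 100 bases, compared with 0.998% in a random draw of as many covered CpGs. The median level of the methylated CpGs was 56.5% in long day and 57.8% in short day. A CpG was called methylated when the one-sided binomial probability of at least as many methylated reads, at the error rate of its library (0.0068 in long day and 0.00622 in short day, both from the paper), passed an FDR of 1% by the Benjamini-Hochberg method within its sequence context. In simulated libraries of the same depth, 65.5% of CpGs with a true level of 10% were called in long day and 77% in short day. At a true level of 30% the shares were 96.5% and 99%. Weakly methylated CpGs were thus missed more often in the simulated long-day library, which had both the lower depth and the higher error rate. The simulations gave 525 and 554 calls, against 1416 and 1571 here. The adjusted threshold was therefore harder to pass in the simulations, so these shares are probably too low for the deposited data.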

Although most of the methylated cytosines were in a CpG context (Fig. 1A), a small fraction (<6.7%) of these were in non-CpG context (mCHG and mCHH, where H = C,T, or A) in both the LD and SD samples (Fig. 1A). 

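Nearly all methylated cytosines lay in CpGs. Of the 2060 cytosines that were methylated in at least 1 library, 2049 were CpGs (99.5%, interval 99.0% to 99.7%) and 11 were in non-CpG context (0.534%, interval 0.298% to 0.954%). The long-day library held 1 methylated CHG and 8 methylated CHH cytosines, and the short-day library held 2 methylated CHG cytosines and none in CHH context among 1360038 covered. Of these 11 cytosines, 7 lay on 3 unplaced scaffolds. The most methylated reads were at a CHH cytosine at position 38306 of the unplaced scaffold NW_001819569.1, where 57 of 90 long-day reads were methylated (63.3%, interval 53.0% to 72.6%). Among the others, 3 neighbouring CHH cytosines from position 4969 of scaffold NW_001815605.1 to position 4971 had between 9 and 11 methylated reads of 14. These sites were chosen for mention after their values were seen. The count of non-CpG cytosines changed with the family over which the p-values were adjusted and was 37 when all contexts were adjusted together. It was 263 (10.0% of methylated cytosines) when the probability of more methylated reads than seen was also used in place of at least as many. The latter setting was chosen after the data were examined.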

CpG methylation shows a large amount of overlap between the two samples (Fig. 1B), whereas the other contexts show little (CHH; 1/125 sites), or no overlap (CHG), which may suggest that detected non-CpG methylation largely represents experimental noise (see Methods).

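The CpGs that were methylated in 1 library were mostly methylated in the other. Among CpGs covered in both libraries, 1228 were methylated in both, which is 86.7% of those called in long day and 78.2% of those called in short day. Independent draws of the same numbers of CpGs would share 1.75. A further 188 CpGs were called in long day alone and 343 in short day alone. In the non-CpG contexts, no call was shared. None of these cytosines was listed with at least 10 reads in the other library, so at this coverage their overlap could not be observed.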

**Figure 1.**
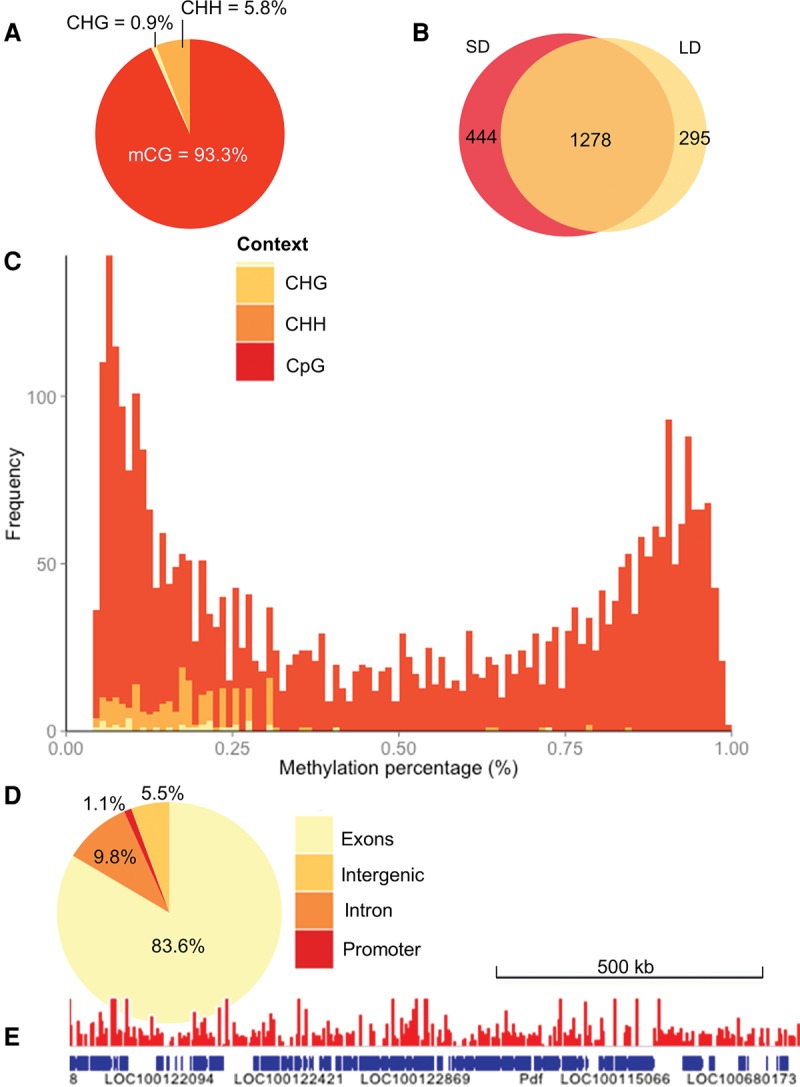
The *Nasonia* methylome. (*A*) Distribution of mCs identified in different sequence contexts (mCG, mCHG, and mCHH, where H = non-G). (*B*) Venn diagram showing that a substantial proportion of the mCGs are methylated under both long- and short-day conditions in contrast to other sequence contexts that show negligible overlap (see text), suggesting that non-CpG methylation represents largely experimental noise. (*C*) The methylation level of CpG sites (percentage of covering reads that are methylated) shows a bimodal distribution. This bimodality is not seen in CHG or CHH (shaded yellow and orange) methylation contexts. (*D*) Fraction of mCGs identified in exon, intron, promoters (2-kb upstream of genes), and intergenic regions. (*E*) A snapshot of the methylome (751-kb region) is depicted overlaid with the raw long-day methylation data (scaled to 0%–2% methylation).

The methylation of CpG sites shows a bimodal distribution (Fig. 1C): CpGs seem to be either heavily methylated or lightly methylated (the methylation level of a cytosine is here defined as the percentage of reads that are methylated). 

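Methylated CpGs were spread over the whole range of levels. In long day, 37.9% of the methylated CpGs had a level above 75% (interval 35.4% to 40.4%), 30.6% had a level below 25% (interval 28.3% to 33.0%) and 31.5% lay between these limits (interval 29.2% to 33.9%). The short-day shares were 39.6% above 75% (interval 37.4% to 41.9%), 30.1% below 25% (interval 28.1% to 32.3%) and 30.3% between (interval 28.2% to 32.4%). The middle range spans more levels than either end, so its CpGs were less dense per unit of level. That goes the same way as the bimodal distribution the paper describes, although shares in such ranges cannot test it. The lower end of the distribution is shaped by the call itself, because a CpG needs a level well above the error rate to be called. Which range held the most CpGs depended on the settings. With error rates taken from CHH cytosines, 37.6% were below 25% and 33.8% above 75% in long day. With limits of 20% and 80%, which widen the middle range by construction, it held 40.5% in long day and 39.4% in short day.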

Similar bimodality has been observed in both the honeybee and silk moth (Zemach et al. 2010), and methylation is negatively correlated with the CpG observed/expected ratio (a measure of CpG methylation), which is also bimodal in honeybees (Sarda et al. 2012) and *Nasonia* (Park et al. 2011). The majority (83.6%) of the methylated CpGs were located in exons, whereas only 9.8% were located in introns, 1.1% in promoter regions, and 5.5% in intergenic regions (Fig. 1D,E).

### Identification of differentially methylated genes

Of the 12,055 genes with annotated mRNAs in the Nvit_2.0 build, 5972 (49.54%) had at least five covered CpG sites, and 5032 (41.74%) had at least 10 covered CpG sites. 

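Of the CpG sites with at least 10 reads in both libraries, 47 differed in methylation between long and short day. They lay in 36 loci when sites within 1000 bases of each other were joined, with 12 sites on chromosome 1, 9 on chromosome 2, 10 on chromosome 3, 8 on chromosome 4 and 8 on chromosome 5. The loci with 2 or more such sites numbered 4. These were a run of 6 sites on chromosome 3 near position 29620049, a run of 5 sites on chromosome 1 near position 17786144, and 2 pairs of sites, both on chromosome 1. At the pair at positions 21597600 and 21597609, the level was 18.4% and 7.35% of 136 long-day reads and 56.4% and 34.6% of 179 short-day reads (adjusted p = 4.66e-07 and 1.60e-04 from Fisher's exact test). At the pair at positions 29964721 and 29964755, it was 2.86% and 0% of 175 long-day reads and 25.3% and 12.0% of 166 short-day reads (adjusted p = 5.62e-05 and 0.0106 from Fisher's exact test). The test was two-sided, on the methylated and unmethylated reads of each site, with Benjamini-Hochberg adjustment over all tested sites. In simulated libraries of the same depth, a rise from 20% was called at 10.5% of the sites when it was 20 percentage points, at 70.5% when it was 40 and at 94% when it was 60, so from that level most rises of 20 percentage points would be missed at this depth. The simulation changed 200 sites of each size together and gave 350 calls, against 47 here. The adjusted threshold was therefore easier to pass in the simulation, so these shares of called rises are probably too high for the deposited data. No site was called in a simulation without changes, but its reads were drawn independently, without PCR copies or differences between libraries. No gene annotation of the build was used here, so sites are given by their position.

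**Figure D1:**
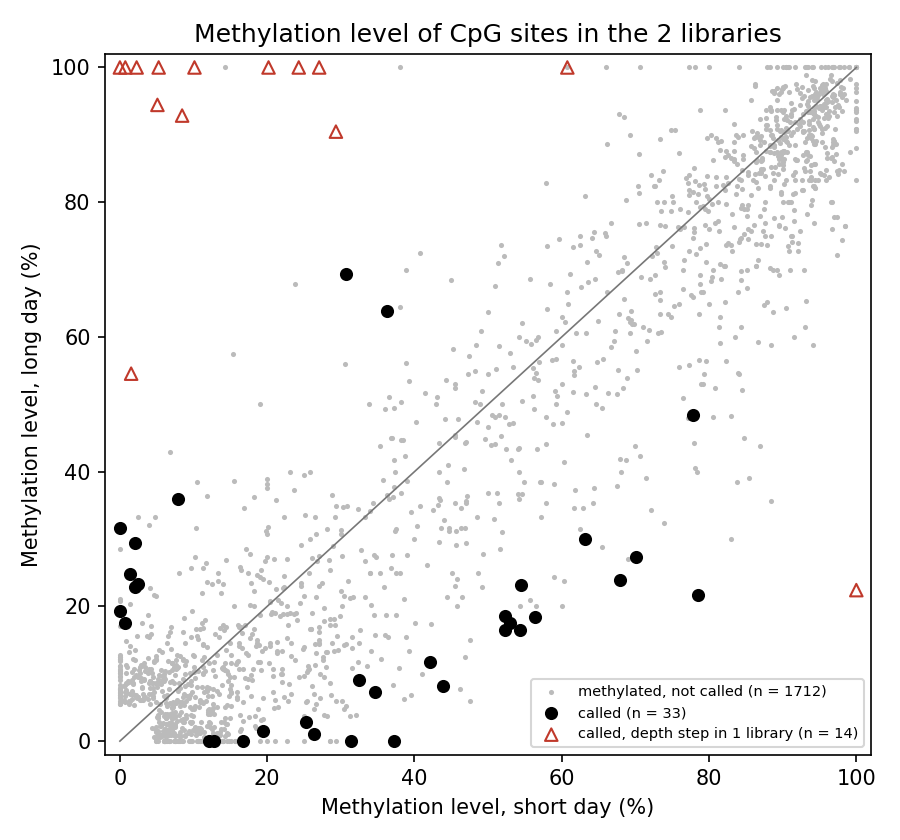
Methylation level of CpG sites in the long-day library (y axis, percent) against the short-day library (x axis, percent), for the 1759 CpGs that were methylated in at least 1 library and covered by at least 10 reads in both. Filled black points are 33 of the differentially methylated sites, 13 of them without cytosines before the site from which a step in depth could be judged, open red triangles are the 14 at which the depth of 1 library falls to less than 0.75 of that at cytosines up to 50 bases before the site, and grey points are the remaining 1712; of the triangles, 13 lie above the diagonal and 1 below.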

We used Fisher's exact tests to compare methylation in long and short photoperiods and identified 51 differentially methylated CpG sites (DMCs; Benjamini-Hochberg multiple testing, FDR < 0.05) (Benjamini and Hochberg 1995), which were mapped to 37 unique genes (Fig. 2A; Supplemental Table S1). 

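Of the differentially methylated sites, 24 were lower and 23 were higher in long day. The site that fell most was at position 4264085 of chromosome 4, where 22.4% of 58 long-day reads and 100% of 25 short-day reads were methylated (adjusted p = 5.30e-07 from Fisher's exact test). Next came the first site of the run on chromosome 3, followed by position 18278577 of chromosome 5, with 24.0% of 146 reads and 67.9% of 140 reads, and position 19562591 of chromosome 2, with 27.3% of 77 reads and 70.1% of 134 reads. The 10 largest decreases also held positions 10082196 and 7043621 of chromosome 5, with 0% of 58 and 8.25% of 97 long-day reads and 37.2% of 43 and 43.9% of 139 short-day reads, the first site of the pair at position 21597600 of chromosome 1, and 3 more sites of the run on chromosome 3. The largest increase was at position 14674587 of chromosome 1, where all 11 long-day reads and none of 115 short-day reads were methylated (adjusted p = 1.56e-10 from Fisher's exact test). At position 7593794 of chromosome 2, all 36 long-day reads and 1 of 136 short-day reads were methylated (adjusted p = 3.00e-30 from Fisher's exact test). On the opposite strand of this CpG, however, the level was 81.25% of 96 long-day reads and 89.7% of 146 short-day reads. The other 8 of the 10 largest increases were at positions 9501397 and 10879153 of chromosome 4, 30423252 of chromosome 3, 425616 and 200405 of chromosome 5, and 39097223, 33255154 and 13285883 of chromosome 2, where the long-day level was between 92.9% and 100% and the short-day level between 2.27% and 27.1%. At these 10 largest increases, and at 3 others, the long-day depth at the site was less than 0.75 of that at the cytosines just before it on the same strand, which was not so in short day. The long-day depth at the 13 sites was 11 to 91 reads. The same was true of the short-day depth at the largest decrease. Of the other 33 sites, 20 had cytosines before them in both libraries and showed no such step in 1 library alone, with 12 lower and 8 higher in long day. At the remaining 13, of which 11 were lower and 2 higher, a step could not be assessed. When sites with a step in 1 library were left out before the adjustment, a choice made after the data were examined, 28 sites passed the threshold, with 20 lower and 8 higher in long day, and sites that could not be assessed were kept. The balance also changed with other settings. It was 187 lower and 104 higher when only CpGs methylated in at least 1 library were tested. Those CpGs were chosen by calls from the same reads, so the FDR may not hold there. With at least 20 reads in each library it was 24 lower and 15 higher, and at an FDR of 0.01 it was 15 lower and 19 higher. Every site higher in long day with fewer than 20 long-day reads was among the 13 with a step. Of these 13, only position 6592628 of chromosome 1 (adjusted p = 0.0359 from Fisher's exact test) failed an FDR of 0.01. Both shifts are therefore not independent of the step. With both libraries thinned to equal depth, the number of sites was 30, with 16 lower and 14 higher.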

Approximately half of the DMCs (23/51) showed reduced methylation in long day compared to short day (i.e., hypomethylation), whereas the other showed the opposite trend. Because the annotation of the *Nasonia* genome is still in its infancy, we were able to assign gene ontology (GO) terms only to 25 genes in our list. The terms assigned to the genes represented a wide range of functions, such as GTPase activity, protein binding, and transferase activity (acyl and glycosyl groups). A few of these genes harbored multiple DMCs, including *heixuedian* (*heix*), an ubiA prenyltransferase domain containing protein 1 gene. Of the 42 CpG sites in this gene that were covered by our library, six were significantly more methylated in the short-day sample (Fig. 2B). In contrast, the gene *misshapen (msn),* encoding a protein kinase, was represented by seven CpGs sites in our reads, five of which showed increased methylation in the long-day sample (at the FDR-corrected *q* < 0.01) (Fig. 2C). 

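The covered CpG sites of heix lie on chromosome 3 of Nvit_2.0 between positions 29620049 and 29620452, and 34 of the 42 had a lower level in long day. The 6 differentially methylated sites had a mean level of 15.3% in long day and 52.8% in short day. The strongest was position 29620049, at 21.6% of 97 long-day reads (interval 14.6% to 30.8%) against 78.5% of 149 short-day reads (interval 71.3% to 84.4%; adjusted p = 5.09e-13 from Fisher's exact test). The other 4 sites of the first cluster, at positions 29620056, 29620067, 29620076 and 29620083, were at 16.5% to 18.6% in long day and at 52.3% to 54.4% in short day, with adjusted p from 8.71e-05 to 3.11e-03 in Fisher's exact test. Position 29620248, apart from these, was at 1.00% of 100 long-day reads and 26.3% of 152 short-day reads (adjusted p = 2.02e-04 from Fisher's exact test). The difference was not limited to these sites, since 21 of the 42 passed the threshold when adjusted over the gene's sites alone, and all 21 were lower in long day. The study chose this gene on these libraries, so the latter count is not independent evidence. Neighbouring sites also share reads: every site of the first cluster had 97 long-day and 149 short-day reads. The numbers of sites that passed are therefore not numbers of independent observations. The gene was located as the only place in the files with cytosine positions at all 14 axis labels of Fig. 2B, and the depth across it was 73 to 182 reads in long day and 89 to 199 reads in short day.

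**Figure D2:**
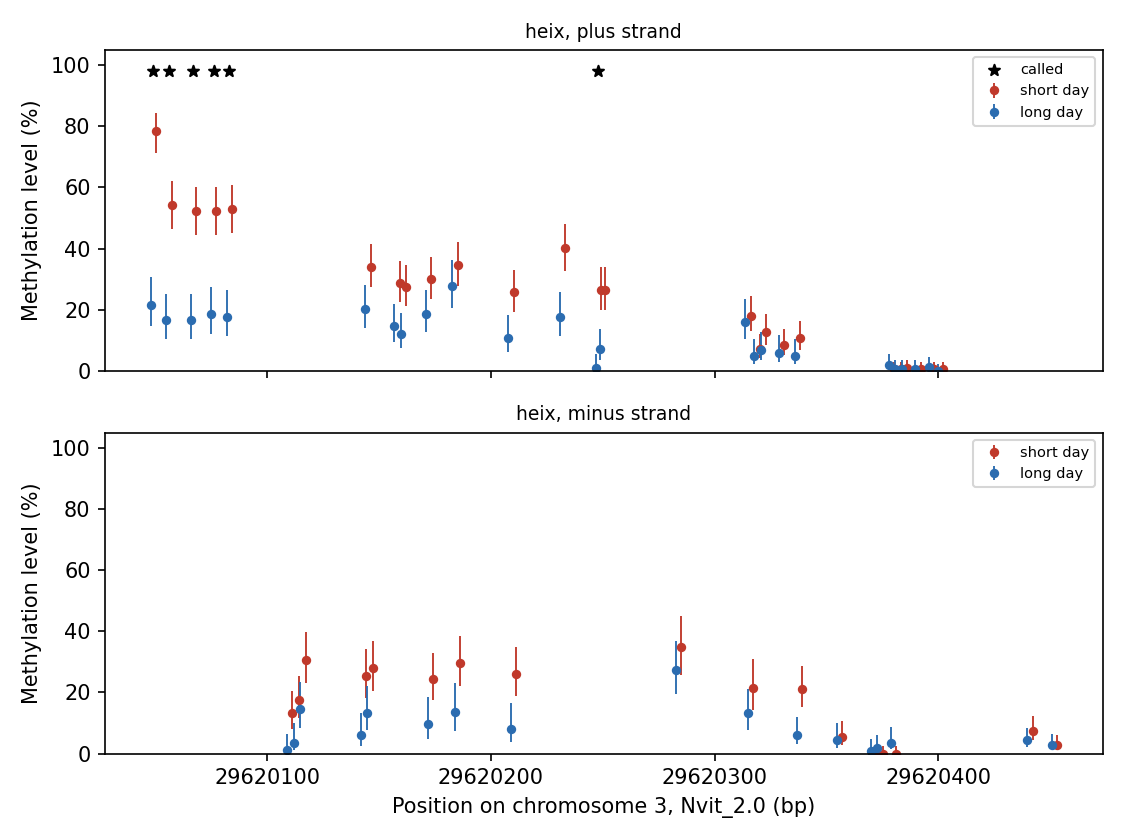
Methylation level (y axis, percent, with 95% Wilson intervals as bars) of each CpG site of heix by position on chromosome 3 (x axis, bp), on the plus strand (upper panel, 25 sites) and the minus strand (lower panel, 17 sites), in long day (blue) and short day (red), with points shifted sideways by about 1 bp. Stars mark the 6 differentially methylated sites, all on the plus strand; the levels fall toward 0 at higher positions in both libraries.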

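In a run of 7 CpG sites on chromosome 1 of Nvit_2.0 between positions 17786144 and 17786219, every site had a higher level in long day, and 5 passed the threshold. These 5 had a mean level of 33.1% in long day and 7.26% in short day. The 4 sites on the plus strand, at positions 17786144, 17786152, 17786158 and 17786164, were at 19.3% to 29.4% of 109 long-day reads and at 0% to 2.07% of 145 short-day reads, with adjusted p from 1.28e-05 to 5.67e-03 in Fisher's exact test. Since these 4 had the same depth in each library, they probably share reads and are not independent observations. On the minus strand, position 17786188 was at 69.4% of 134 long-day reads and 30.8% of 143 short-day reads (adjusted p = 1.02e-05 from Fisher's exact test). The remaining 2 sites, at positions 17786203 and 17786219, were at 33.6% and 38.8% in long day and at 25.2% and 35.7% in short day, and neither passed the test. The 3 axis labels of Fig. 2C fit 11741 places in the files, of which 497 also have 7 covered CpGs, so the run was taken for msn because it was the only one of these with at least 2 differentially methylated sites. This rule was set after the data were examined and uses the calls themselves, so the count of 5 is not independent evidence that the run is msn.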

We have validated the differential methylation of specific CpG sites in the genes *WDR36*, (CG9799, WD repeat-containing protein 36, putative), LOC100117390 (CG11148, PERQ amino-acid rich with GYF domain-containing protein), and LOC100117821 (zinc finger protein 615) using a qPCR approach (Thomassin et al. 2004). In all three cases, we found a significant increase in methylation in long-day compared to short-day females, consistent with the RRBS analysis (three biological replicates, 2000 permutations, *P* < 0.0001) (Supplemental Fig. S1).

**Figure 2.**
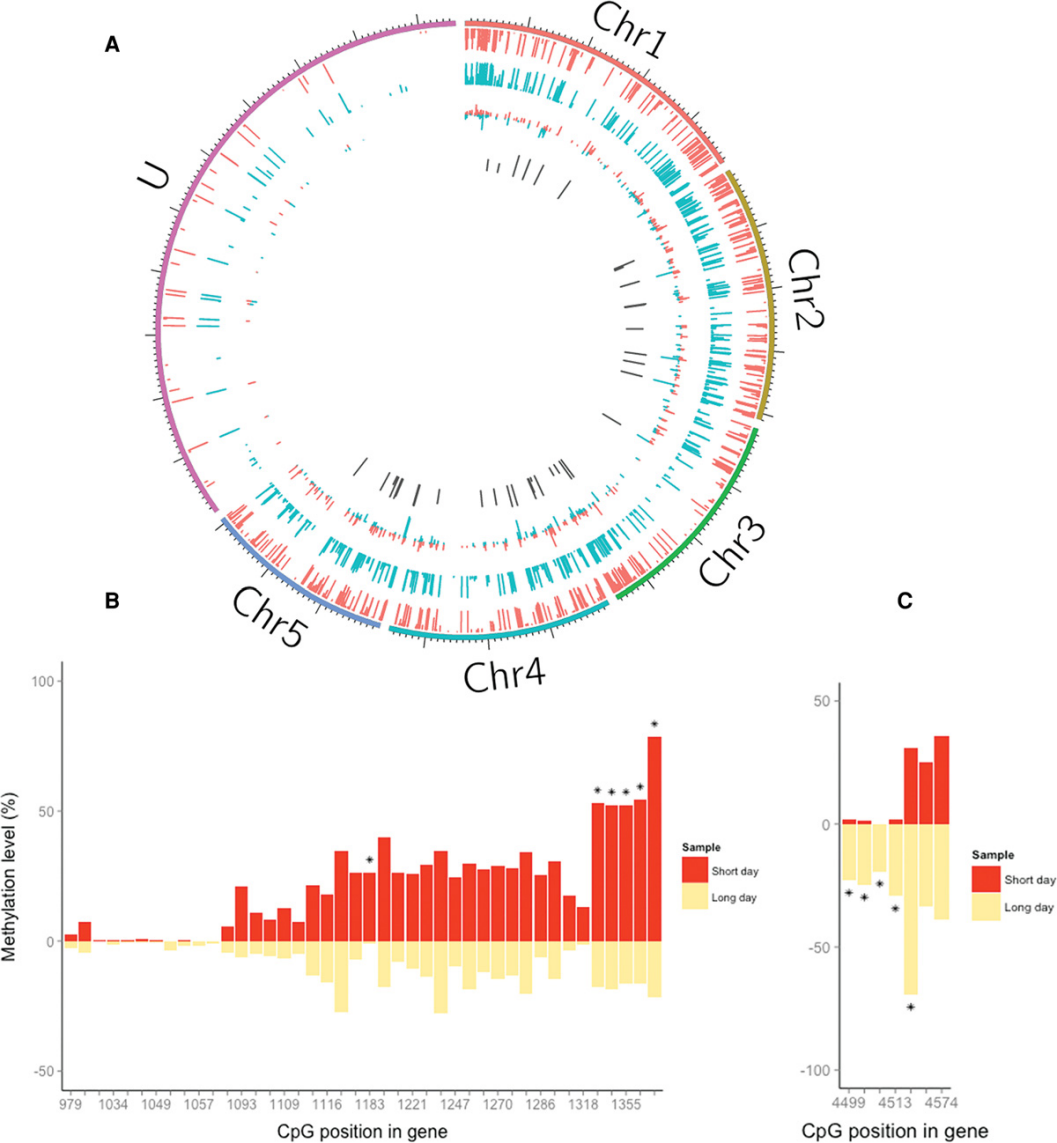
Differential DNA methylation associated with photoperiod in *Nasonia*. (*A*) The methylation is shown across the five chromosomes and the unplaced (U) scaffolds. From the *outer* to *inner* circle, the data tracks are short-day methylated CpGs (red), long-day methylated CpGs (blue), methylation difference (red/blue), and significantly differentially methylated sites (*q* < 0.05, dark gray). The lack of differential methylation in the U scaffolds is probably because they encompass substantially fewer genes. (*B*) Differential methylation in the *heix (*LOC100118618) gene. Of 42 CpG sites that were covered, six (*) were significantly more methylated in short day (*q* < 0.05). (*C*) Differential methylation in *msn* indicates increased methylation in long day: There are seven covered CpG sites on this gene, of which five (*) are methylated at *q* < 0.01.

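All 47 differentially methylated sites lay on the 5 chromosomes. Methylated CpGs were also scarcer on the unplaced scaffolds, with 63 of 93270 tested CpGs (0.0675%, interval 0.0528% to 0.0864%), than on the chromosomes, with 1696 of 1177446 (0.144%, interval 0.137% to 0.151%; p = 4.61e-11 from a two-sided Fisher's exact test). At the rate of the chromosomes, where 47 of 1696 methylated CpGs differed, 1.75 sites would be found among the 63 on unplaced scaffolds. With so few expected, even a count of 0 gives p = 0.411 in a two-sided Fisher's exact test over methylated CpGs, so at this number of calls the test could not have shown a lower rate. When the p-values were adjusted over methylated CpGs alone, 3 of the 63 and 288 of the 1696 differed, where 10.7 of the 63 would be found at the rate of the chromosomes (p = 0.00850 from Fisher's exact test). Those CpGs were called methylated from the same reads that were then compared, so the FDR of these calls may not hold. A smaller share of the methylated CpGs had at least 20 reads in both libraries on the unplaced scaffolds (45 of 63) than on the chromosomes (1497 of 1696). Whether this lowered the number of calls there was not tested. Neighbouring sites share reads, so they are not independent as these tests assume.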

During bisulfite conversion, 5-hmC has been shown to behave like its precursor, 5-mC (Huang et al. 2010). We have therefore sought to test for the presence of 5hmC in our data. Recent studies in mammals have shown that 5hmC is made from a 5mC precursor, a reaction which is mediated by ten-eleven translocation (TET) proteins (Tahiliani et al. 2009; Ito et al. 2010). We have analyzed the *Nasonia* genome and identified a single putative Tet ortholog. Although the overall level of identity to human TET2 is rather low (0.25), the 925-bp Tet motif (Pfam ID: Tet_JBP) in the *Nasonia* gene results in a highly significant blast score (*E* = 4.9 × 10^−60^), suggesting it is a bona fide Tet ortholog. We carried out hydroxymethylated DNA immunoprecipitation (hMeDIP), using *Nasonia* gDNA that was spiked with mouse DNA (Thomson et al. 2013), and tested for the presence of three candidate genes in the enriched 5-hmC fractions by qPCR (Supplemental Fig. S2). The percent recovery (enriched/total input) of the genes *msn* and *heix* was <1%, similar to the mouse negative control, whereas the gene *Cact-2* was present at moderate level (1.1%–2.3%) compared to the positive control. Thus, functional 5-hMC might exist in *Nasonia* but is unlikely to play a significant role in the photoperiodic response. The complete survey of 5-hMC in *Nasonia* will be published elsewhere.

### Functional assays demonstrating a causative role of DNA methylation

To test the functional role of DNA methylation in mediating short-day-induced diapause, we knocked down *Dnmt1a-c* and *Dnmt3* by injecting double-stranded RNA (dsRNAi) of these genes into female pupae of the wild-type *N*. *vitripennis* strain AsymC. Control females were injected with dsRNAi targeting the green fluorescent protein (GFP). We verified the knockdowns by qPCR of mRNA extracted from the injected females (Supplemental Fig. S3). Although the complete knockdown of *Dnmt1a* is lethal (Zwier et al. 2012), our protocol induced a partial knockdown (∼60%) and resulted in the successful eclosion of adult females that were then tested for their photoperiodic responses. The diapause response of progeny of injected females is shown in Figure 3A. RNAi knockdown of *Dnmt1a* leads to females producing diapause offspring regardless of day length. Although control females exhibited the strong photoperiodic response typical of *Nasonia*, with increased diapause level in short days (*t* = 3.57, df = 28.6, *P* = 0.0012), the response of *Dnmt1a*-dsRNAi-injected females was similar in both long and short days (*t* = 1.45, df = 36, *P* = 0.15), with a substantial increase in diapause-induction in progeny of females maintained under long-day conditions. Silencing *Dnmt3* (Fig. 3B) resulted in a nonsignificant difference in diapause response, although this result is close to significance, suggesting that the effect of *Dnmt3* is much weaker or harder to resolve (*t* = 1.96, df = 36, *P* = 0.055). This effect of the dsRNAi was observed within 10 d of injection. For progeny laid 10–15 d after injection, diapause frequencies reverted to normal levels again (i.e., low diapause incidence in long days; data not shown). We have also attempted the knockdown of *Dnmt1b* and *Dnmt1c*, but the progeny of the injected wasps showed normal photoperiodic response (Supplemental Fig. S4).

**Figure 3.**
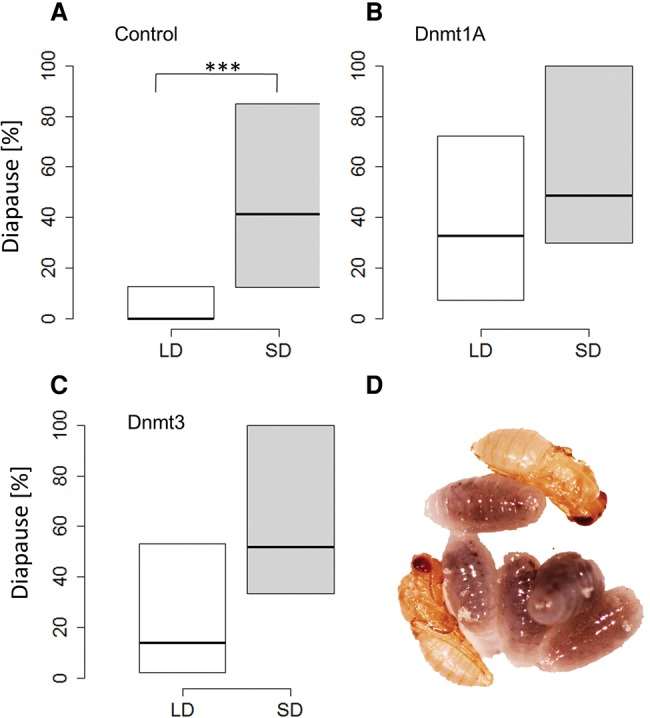
DNA methylation is required for photoperiodic-mediated diapause response. (*A*) The progeny of control females (GFP dsRNAi-injected) exhibit the normal photoperiodic response typical of *Nasonia*: low diapause incidence induced in long day (LD: 18-h light, white box) compared with short day (SD: 6-h light, gray box), as tested after 5 d at 18°C. (***) *P* < 0.01. In females injected with dsRNAi targeting *Dnmt1a* (*B*) and *Dnmt3* (*C*), the difference in diapause levels between long and short day is abolished (18–20 females in each group, progeny of each female collected from two hosts, average *n* = 24 larvae per female). The line *inside* each box represents the median; the *top* and the *bottom* represent the 75th and 25th percentiles, respectively. (*D*) *Nasonia* developing pupae (yellow) and diapausing larvae (dark).

We verified the effect of the RNAi knockdown on CpG methylation by using qPCR (MethyQuant), 9–10 d post injection (5 d after eclosion) We analyzed the status of highly methylated CpG sites in three different genes (Supplemental Fig. S4): *CG11148* (LOC100117390), *WDR36* (CG9799), and LOC100117821. Knockdown of *Dnmt1* resulted in a significant reduction of methylation (*P* < 0.05, calculated by permutation) in both the *WDR36* and LOC100117821 loci, whereas for *Dnmt3* knockdown, the level of methylation was reduced in the treated group (DNMTs-dsRNAi) compared to the control group (GFP-dsRNAi) in each of the tested genes (*P* < 0.05).

We also tested the impact of DNA methylation pharmacologically. We used the DNA methylation inhibitor 5-aza-2′-deoxycytidine (5-aza-dC), a potent inhibitor of DNA methylation (Christman 2002), and tested the female response to varying photoperiods. Although control females fed with sugar solution showed the normal photoperiodic response (again with a substantial difference between long- and short-day females; W = 338, *P* < 0.001) (Fig. 4A), wasps fed with 10 μM 5-aza-dC (a nonlethal dose), responded similarly to long and short days (W = 707, *P* = 0.47). Intriguingly, in this case, we observed a reduction of diapause in the progeny of wasps maintained in short day (median drop from 35% to 25%), accompanied by an increase in long-day progeny (8% to 20%). We verified the impact of the drug on DNA methylation of CpG sites in four different genes (Fig. 4B): LOC100121005 (*CG4049*, Helicase ARIP4), LOC100118618 (*heix*), LOC100679542 (*CG14322*, Zinc finger protein 106), and LOC100122664 (*CG5886*, Alpha-taxilin-like). A mixed effects model ANOVA (with the fixed effects Gene and Treatment, and replicate fitted as a random effect) revealed a significant reduction in methylation due to the drug (*F*_(1,8)_ = 9.45, *P* = 0.015). All genes exhibited the same response (interaction: *F*_(3,8)_ = 0.74, *P* = 0.56). We also tested the effect of 5-aza-dC on *msn* by cloning a 335-bp fragment of the gene using DNA from either treated or control females. Comparing the overall methylation in four CpG sites that were identified by RRBS revealed a significant reduction in the drug-treated group (*n* = 10 clones analyzed) compared to the control group (*n* = 9 clones): one methylated and 39 unmethylated sites compared to six methylated and 30 unmethylated sites (Fisher's exact test *P* = 0.048).

**Figure 4.**
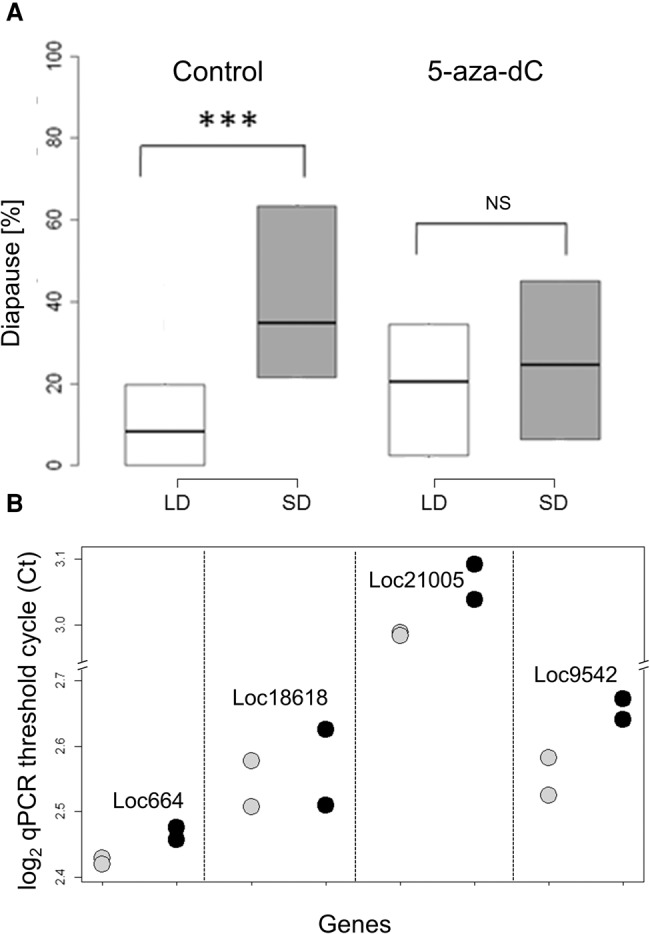
Blocking DNA methylation by 5-aza-dC. (*A*) Control females (*n* = 81) fed by sucrose solution exhibit the normal increased diapause in short day (SD, gray box) compared to long day (LD, light, white box), whereas females fed with 10 µM 5-aza-dC (*n* = 79) show aberrant photoperiodic response: (***) *P* < 0.01; (NS) not significant. (*B*) Reduction in the level of CpG methylation after drug treatment. The qPCR threshold cycle (log_2_ *C*_t_) values for control (gray circles) and drug-treated groups (black circles) is shown for four different loci. A clear increase (in three of the four loci) in *C*_t_ indicates reduced methylation (see text).

## Discussion

Here, we have shown that DNA methylation is associated with encoding the seasonal photoperiod in *Nasonia vitripennis*. Patterns of methylation across the genome change with photoperiod, and manipulation of the methylome via either the disruption of a key maintenance methyltransferase (*Dnmt1a*) or via a potent inhibitor of methylation (5-aza-dC) changes how female *Nasonia* respond to photoperiod. In addition, we have obtained a single-nucleotide resolution snapshot of the methylome of *Nasonia* that adds to the number of recently published insect methylomes, including the honeybee *Apis mellifera* (Lyko et al. 2010), the ants *Camponotus floridanus* and *Harpegnathos saltator* (Bonasio et al. 2012), the silk moth *Bombyx mori* (Xiang et al. 2010), and the locust *Schistocerca gregaria* (Falckenhayn et al. 2013). Moreover, the pattern of methylation in the wasp mirrors that of other insects, i.e., relatively low-density methylation, mostly mapped to gene bodies, particularly exons. Indeed, this seems to be an ancient property of eukaryotic genomes (Zemach et al. 2010), which is presumably involved in the regulation of alternative splicing (Lyko et al. 2010; Foret et al. 2012).

Profiling of DNA methylation by RRBS provides only a snapshot of the epigenome (Gu et al. 2011). It is therefore likely that the actual extent of differential methylation across the genome associated with the change in photoperiod is more substantial than that reported here (perhaps up to 20-fold higher, given our CpG coverage). It is also likely that our use of the whole body for methylation profiling hindered the detection of photoperiodic DMCs that may well be restricted to specific cell clusters in the brain or other tissues.

Of course, many of the DMCs we have identified may not necessarily be involved in the photoperiodic response (i.e., in inducing offspring diapause) because there are other physiological processes that might change with day length (for instance, involving changes in host-finding or resource allocation). Here, our goal has been to demonstrate that differential methylation with respect to photoperiod is present (although the link between a specific critical methylated locus and the photoperiodic circuit may be quite distant). Yet, some of the DMCs in our list may serve as candidates to follow. For instance, the gene *msn* has been shown to be involved in development in *Drosophila,* where it interacts with the JNK pathway; intriguingly, it is important for the neural development of photoreceptors (Treisman et al. 1997) and therefore may play a role in photoperiodic light reception.

Crucially, the disruption of the normal photoperiodic response by the knockdown of *Dnmt1a* demonstrates the causative role of DNA methylation in the photoperiodic response (Fig. 3). The observed abnormal increase in diapause incidence under long-day conditions following the RNAi manipulation suggests that under normal conditions, methylation of key photoresponse genes prevents diapause when days are long. However, the more pervasive pharmacological reduction of methylation by 5-aza-dC leads to diapause development under both long- and short-day conditions. In both cases, the photoperiodic response has been abolished, but not in quite the same way. This may be due to the fact that 5-aza-dC has a broad impact on DNA methylation (in contrast to *Dnmt1a* RNAi). As such, the differences in response in the two experiments may reflect multiple pathways and targets of DNA methylation with various effects on diapause, which are likely to be locus- and tissue-specific. Consistent with the fact that the change in day length is associated with both hyper- and hypomethylation (Fig. 2), the 5-aza-dC blocking is expected to impact both long- and short-day response.

In mammals, the function of DNMT1 is the maintenance of DNA methylation. If this function is conserved in *Nasonia*, then the effect of the knockdown would take place only in cells undergoing DNA replication. The 5-aza-dC treatment would impact both maintenance and de novo methylation, however, which might explain the differences in the observed phenotypes (Fig. 3). The de novo methylation might be accomplished by Dnmt3, whose activity would be carried out both in dividing and nondividing cells. Dnmt3 has been shown to be important for caste determination in honeybees (Kucharski et al. 2008) via the regulation of DNA methylation levels and alternative splicing (Li-Byarlay et al. 2013), and its role in the photoperiod response merits future investigation.

In contrast to *Dnmt1a*, the RNAi knockdown of *Dnamt1b-c* did not affect the photoperiodic response. This may be due to different expression patterns of the genes or different catalytic functions for Dnmt1b-c, which would be rather interesting given their sequence similarity. Similar functional differences were suggested by Zwier et al. (2012), in which inhibition of *Dnmt1a* (but not of *Dnmt1c*) during early embryogenesis led to developmental arrest and lethality. It is also possible that differences between the Dnmts are caused by their noncatalytic activity. Such noncatalytic regulation of gene expression has been demonstrated in the vertebrate *DNMT1* (Clements et al. 2012). The specific functional role of each of the *Nasonia* Dnmts again awaits further investigation.

Also noteworthy is that our methylome data show that photoperiodic transitions induce both up- and down-regulation of methylation, suggesting a complex regulation of methylation involving various methylating (and possibly demethylating) agents. Likewise, in honeybee caste determination, the methylation level in the brains of workers and queen shows both up- and down-regulation in a gene-specific manner (Lyko et al. 2010), which cannot be explained by merely the up-regulation of *Dnmts* in one of the castes.

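CpGs that were methylated in at least 1 library were, on average, slightly less methylated in long day. Over the 1759 such CpGs covered in both libraries, the mean level was 43.7% in long day and 46.8% in short day, and 656 were higher in long day against 1094 in short day. The mean of the differences was -3.05 percentage points (95% interval over sites -3.37 to -2.73). Over the CpGs that were methylated in both libraries it was -3.30 percentage points. The sites that passed the test for differential methylation went both ways, as at the run on chromosome 3, where long day was lower, and at the run on chromosome 1, where it was higher. Sites are not replicates of a photoperiod. The interval is for the mean over these sites in these libraries and takes the sites as independent. Neighbouring sites share reads, so it is probably too narrow even for that. From gains and losses of methylation after a change of photoperiod, the paper proposes that methylation is regulated in a complex way, by various agents that add it and possibly others that remove it.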

In summary, our experiments clearly demonstrate a significant role of DNA methylation in photoperiodic timing. How these methylation changes underlie the maternal transfer of the photoperiodic response to the progeny remains to be determined. The fact that DNA methylation is involved in the photoperiodic clock echoes the role of epigenetic regulation in the circadian clock (Masri and Sassone-Corsi 2010; Ripperger and Merrow 2011). Indeed, most of those studies (carried out in mammals) underscored the role of histone modifications, which was also recently shown to be important for insect photoperiodism (Lu et al. 2013).

Whether photoperiodic timing is itself relying on the circadian clock is still a subject of debate (O'Brien et al. 2011), but some evidence suggests that this might be the case in *Nasonia* (Saunders 1974). If such a link between the two clocks does exist, it may involve light-induced epigenetic changes of Clock or Clock-controlled genes. Revealing the genes and cells that underlying the *Nasonia* circadian and photoperiodic clocks will soon allow a better understanding of the epigenetic mechanisms associated with these systems.

## Methods

### Wasp strains

We used the wild-type strain, AsymC, whose genome has been sequenced (Werren et al. 2010). To test for diapause, newly eclosed females were kept individually in glass vials containing two blowfly pupae (*Phaenicia cuprina*; hosts) at 18°C under various photoperiods (using LED illumination) for 10 d. Hosts were replaced twice, after 5 and 9 d, and kept in darkness at the same temperature for an additional 20 d. At this stage hosts, were dissected and diapause status of the progeny was determined (diapause larvae are easily identified through their morphology).

### RRBS library preparation

Newly eclosed females were maintained in either a long (18 h) or short (6 h) photoperiod. After 10 d, 2 h after lights on, genomic DNA was isolated from 10 females using the DNeasy kit (Qiagen). The RRBS libraries were prepared as previously described (Gu et al. 2011). Briefly, the gDNA (300 ng) was digested using MspI and the resulting CpG-terminated fragments were purified, and 3′ A-overhangs attached using Klenow fragment (3′-5′ exonuclease). The blunted end fragments were then ligated to methylated Illumina adapters (15 µM; Integrated DNA Technologies) that also included a 6-nt unique barcode at the 3′ end, allowing sequencing the samples in a single Illumina lane (see below). To obtain DNA fractions in the 40- to 200-bp range of MspI-digested products, the adapter-ligated fractions were excised from a 3% Nusieve gel. Bisulfite conversion was conducted using the EpiTect kit (Qiagen), following the manufacturer's instructions. The final libraries were generated by PCR amplification using PfuTurbo Cx Hotstart polymerase (2.5 U/µL; Agilent Technologies). The RRBS libraries were analyzed by an Agilent 2100 Bioanalyzer (Agilent Technologies).

### RRBS sequencing and data analysis

The libraries were sequenced using an Illumina HiSeq 2000 analyzer (BGI). The raw sequencing data was obtained through two Illumina sequencing runs on the same libraries, yielding 117,646,358 raw 50-bp reads in total. FastQC version 0.10.1 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc) was used to provide data quality information at each step of the quality control process. The data were taken through several preprocessing steps before being aligned to the *Nasonia* genome (version Nvit_2.0) using Bismark v.0.7.7 (Krueger and Andrews 2011). These steps included de-multiplexing and barcode trimming, as well as trimming of low quality bases and Illumina adapter sequences from the 3′ end of the reads, using the Trim galore v0.2.5 package. Low quality reads (cutoff of 20 Phred score) were removed using FASTX-Toolkit (0.0.13; http://hannonlab.cshl.edu/fastx_toolkit/), which was also used to remove potential noise (i.e., reads that did not begin with YGG [where Y = C or T], as all RRBS reads are expected to begin with either CGG or TGG, in the nonconverted and converted cases, respectively). To facilitate downstream analysis, the resulting Bismark SAM output was sorted by chromosome and position using SAMtools version 0.1.18 (Li et al. 2009).

Once aligned to the genome, methylation sites were mapped by identifying C to T conversions produced by the bisulfite conversion. The error rate of methylation calling was estimated for each of the samples. Because the protocol uses unmethylated Cs for the filling in of the MspI restriction site, Cs at this site should always appear as Ts in the sequencing data. Any Cs that do appear in the sequencing data at this position are thus due to incomplete bisulfite conversion or T > C sequencing error. Only reads that contained the Illumina adapter and barcode at their 3′ end with an overlap of 11 bases or more were used to estimate the error because this was judged to be a good indication that the filled-in position could be located within these reads. The error estimate (E) due to incomplete bisulfite conversion and sequencing error is given by E = nCf/(nCf + nTf), where nCf is the number of Cs found at the filled-in position; and nTf is the number of Ts found at the filled-in position. The error estimates for each sample were 0.0068 (LD) and 0.00622 (SD).

To classify a cytosine as methylated (mC), the binomial distribution was used to calculate the probability of getting K successes (methylated Cs) in N trials (read depth) with probability E of a success (Lister et al. 2009). The *P*-values that had been generated in this way for each site were adjusted using the Benjamini-Hochberg method (Benjamini and Hochberg 1995), setting the FDR at 1%.

Differentially methylated Cs were identified using methylKit (Akalin et al. 2012) that uses the raw Bismark output data as an input. For each CpG, the proportions of methylated reads in the two photoperiods were compared using the Fisher's exact test, and the *P*-values were corrected to genomic-wide false discovery rate (FDR)-based *Q*-values by using the SLIM method (Wang et al. 2011). The methylated sites were mapped to genes using custom Perl scripts.

To test for 5-hydroxymethylation, we used the previously published hmeDIP protocol (Thomson et al. 2013). Briefly, genomic DNA (5 µg) was sonicated for 10 cycles, vacuum dried, and was spiked with mouse liver DNA (300 ng). Immunoprecipitation was carried with rabbit polyclonal antibody against hydroxymethylation (Active motif #39769) and purified (Qiagen). Enrichment of 5-hmC was tested using SYBR green qPCR in a 25-µL reaction volume using a two-step cycling program (15 min at 94°C and 45 min at 60°C) for 45 cycles. The target *Nasonia* genes were tested along mouse *Gapdh* and *Tex19.1* (negative and positive controls, respectively). Information about the tested genomic regions and primer sequences are in Supplemental Table S2.

### Validation of differential methylation by qPCR

We used the MethylQuant method (Thomassin et al. 2004) to validate specific differentially methylated CpGs in candidate genes. Following bisulfite conversion, the DNA was preamplified for 15 PCR cycles using nondiscriminatory (ND) primers (Supplemental Table S2). Three independent DNA samples were tested from long and short day for RNAi validation, and two independent replicates were used in testing the effect of the drug. The product was purified and used in qPCR (25 µL reaction volume) using discriminatory (D) primers harboring the methylation status-specific nucleotide at the 3′ end (Supplemental Table S2). The fluorescence data was analyzed using the qpcR library of the R statistical software (Ritz and Spiess 2008). The PCR efficiencies were averaged across replicates using the sliding window method, and ratios between the two conditions (long/short day) of a gene-of-interest were calculated using normalization against the nondiscriminatory qPCR data. Statistical significance for the ratios is calculated by a permutation approach (*n* = 2000) of randomly reallocated versus non-reallocated data (Ritz and Spiess 2008).

### Functional assays

The protocol for generation of *Dnmt1a*, *Dnmt3*, and GFP double-strand RNA and injection of pupae was previously described (Lynch and Desplan 2006). For the oligonucleotide sequences, see Supplemental Table S1. We verified that the dsRNAi fragments do not match the transcripts of any other genes (off-targets) using a custom-made off-target prediction tool, which we have made available online (http://WaspAtlas.com) (Davies and Tauber 2015). The tool dices the RNA sequence into all possible 19-mers, which are then matched against the *Nasonia* transcriptome (Nvit_2.0) and its complement.

Following injection, surviving females were collected and kept in different photoperiods as above. qPCR (SYBR green-based) was carried to determine transcript levels of the targeted gene, using the standard curve method. *Aequeorin* mRNA (a jellyfish photoreceptor) was spiked to the RNA samples and served as an exogenous reference (Gilsbach et al. 2006), and the *Nasonia RpL32* gene was used as an endogenous reference. Blocking DNA methylation by 5-aza-2-deoxycytidine was carried out by keeping newly eclosed female wasps individually at 25°C in LD 12:12 in the presence of 20% sucrose solution (200 µL) mixed with 10 µM of the drug (without a host). After 2 d, each female was given two hosts and transferred to 18°C at either a long- or short-day photoperiod. The hosts were collected after 5 d, and progeny were inspected after 20 d as above.

## Data access

All high-throughput sequencing data from this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE44869. The DNA methylation data can also be browsed at WaspAtlas (http://waspAtlas.com), our new *Nasonia* genomic database (Davies and Tauber 2015).

## Supplementary Material

Supplemental Material

## References

[PEGORAROGR196204C1] Akalin A, Kormaksson M, Li S, Garrett-Bakelman FE, Figueroa ME, Melnick A, Mason CE. 2012 methylKit: a comprehensive R package for the analysis of genome-wide DNA methylation profiles. Genome Biol 13: R87.2303408610.1186/gb-2012-13-10-r87PMC3491415

[PEGORAROGR196204C2] Alvarado S, Fernald RD, Storey KB, Szyf M. 2014 The dynamic nature of DNA methylation: a role in response to social and seasonal variation. Integr Comp Biol 54: 68–76.2481370810.1093/icb/icu034PMC4133575

[PEGORAROGR196204C3] Beeler SM, Wong GT, Zheng JM, Bush EC, Remnant EJ, Oldroyd BP, Drewell RA. 2014 Whole-genome DNA methylation profile of the jewel wasp (*Nasonia vitripennis*). G3 (Bethesda) 4: 383–388.2438119110.1534/g3.113.008953PMC3962478

[PEGORAROGR196204C4] Benjamini Y, Hochberg Y. 1995 Controlling the false discovery rate: a practical and powerful approach to multiple testing. J R Statist Soc B 57: 289–300.

[PEGORAROGR196204C5] Bonasio R, Li Q, Lian J, Mutti NS, Jin L, Zhao H, Zhang P, Wen P, Xiang H, Ding Y, 2012 Genome-wide and caste-specific DNA methylomes of the ants *Camponotus floridanus* and *Harpegnathos saltator*. Curr Biol 22: 1755–1764.2288506010.1016/j.cub.2012.07.042PMC3498763

[PEGORAROGR196204C6] Bradshaw WE, Holzapfel CM. 2010 Light, time, and the physiology of biotic response to rapid climate change in animals. Annu Rev Physiol 72: 147–166.2014867110.1146/annurev-physiol-021909-135837

[PEGORAROGR196204C7] Christman JK. 2002 5-Azacytidine and 5-aza-2′-deoxycytidine as inhibitors of DNA methylation: mechanistic studies and their implications for cancer therapy. Oncogene 21: 5483–5495.1215440910.1038/sj.onc.1205699

[PEGORAROGR196204C8] Clements EG, Mohammad HP, Leadem BR, Easwaran H, Cai Y, Van Neste L, Baylin SB. 2012 DNMT1 modulates gene expression without its catalytic activity partially through its interactions with histone-modifying enzymes. Nucleic Acids Res 40: 4334–4346.2227888210.1093/nar/gks031PMC3378872

[PEGORAROGR196204C9] Davies NJ, Tauber E. 2015 WaspAtlas: a *Nasonia vitripennis* gene database and analysis platform. Database (Oxford) 2015: bav103.2645237210.1093/database/bav103PMC4599445

[PEGORAROGR196204C10] Falckenhayn C, Boerjan B, Raddatz G, Frohme M, Schoofs L, Lyko F. 2013 Characterization of genome methylation patterns in the desert locust *Schistocerca gregaria*. J Exp Biol 216: 1423–1429.2326449110.1242/jeb.080754

[PEGORAROGR196204C11] Foret S, Kucharski R, Pellegrini M, Feng S, Jacobsen SE, Robinson GE, Maleszka R. 2012 DNA methylation dynamics, metabolic fluxes, gene splicing, and alternative phenotypes in honey bees. Proc Natl Acad Sci 109: 4968–4973.2241612810.1073/pnas.1202392109PMC3324026

[PEGORAROGR196204C12] Gilsbach R, Kouta M, Bonisch H, Brüss M. 2006 Comparison of in vitro and in vivo reference genes for internal standardization of real-time PCR data. Biotechniques 40: 173–177.1652640610.2144/000112052

[PEGORAROGR196204C13] Gu H, Smith ZD, Bock C, Boyle P, Gnirke A, Meissner A. 2011 Preparation of reduced representation bisulfite sequencing libraries for genome-scale DNA methylation profiling. Nat Protoc 6: 468–481.2141227510.1038/nprot.2010.190

[PEGORAROGR196204C14] Ho DH, Burggren WW. 2010 Epigenetics and transgenerational transfer: a physiological perspective. J Exp Biol 213: 3–16.2000835610.1242/jeb.019752

[PEGORAROGR196204C15] Hogenesch JB, Ueda HR. 2011 Understanding systems-level properties: timely stories from the study of clocks. Nat Rev Genet 12: 407–416.2155601610.1038/nrg2972

[PEGORAROGR196204C16] Huang Y, Pastor WA, Shen Y, Tahiliani M, Liu DR, Rao A. 2010 The behaviour of 5-hydroxymethylcytosine in bisulfite sequencing. PLoS One 5: e8888.2012665110.1371/journal.pone.0008888PMC2811190

[PEGORAROGR196204C17] Ito S, D'Alessio AC, Taranova OV, Hong K, Sowers LC, Zhang Y. 2010 Role of Tet proteins in 5mC to 5hmC conversion, ES-cell self-renewal and inner cell mass specification. Nature 466: 1129–1133.2063986210.1038/nature09303PMC3491567

[PEGORAROGR196204C18] Krueger F, Andrews SR. 2011 Bismark: a flexible aligner and methylation caller for Bisulfite-Seq applications. Bioinformatics 27: 1571–1572.2149365610.1093/bioinformatics/btr167PMC3102221

[PEGORAROGR196204C19] Kucharski R, Maleszka J, Foret S, Maleszka R. 2008 Nutritional control of reproductive status in honeybees via DNA methylation. Science 319: 1827–1830.1833990010.1126/science.1153069

[PEGORAROGR196204C20] Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, Marth G, Abecasis G, Durbin R, 1000 Genome Project Data Processing Subgroup. 2009 The Sequence Alignment/Map format and SAMtools. Bioinformatics 25: 2078–2079.1950594310.1093/bioinformatics/btp352PMC2723002

[PEGORAROGR196204C21] Li-Byarlay H, Li Y, Stroud H, Feng S, Newman TC, Kaneda M, Hou KK, Worley KC, Elsik CG, Wickline SA, 2013 RNA interference knockdown of DNA methyl-transferase 3 affects gene alternative splicing in the honey bee. Proc Natl Acad Sci 110: 12750–12755.2385272610.1073/pnas.1310735110PMC3732956

[PEGORAROGR196204C22] Lister R, Pelizzola M, Dowen RH, Hawkins RD, Hon G, Tonti-Filippini J, Nery JR, Lee L, Ye Z, Ngo QM, 2009 Human DNA methylomes at base resolution show widespread epigenomic differences. Nature 462: 315–322.1982929510.1038/nature08514PMC2857523

[PEGORAROGR196204C23] Lu YX, Denlinger DL, Xu WH. 2013 Polycomb repressive complex 2 (PRC2) protein ESC regulates insect developmental timing by mediating H3K27me3 and activating prothoracicotropic hormone gene expression. J Biol Chem 288: 23554–23564.2381406110.1074/jbc.M113.482497PMC3949329

[PEGORAROGR196204C24] Lyko F, Foret S, Kucharski R, Wolf S, Falckenhayn C, Maleszka R. 2010 The honey bee epigenomes: differential methylation of brain DNA in queens and workers. PLoS Biol 8: e1000506.2107223910.1371/journal.pbio.1000506PMC2970541

[PEGORAROGR196204C25] Lynch JA, Desplan C. 2006 A method for parental RNA interference in the wasp *Nasonia vitripennis*. Nat Protoc 1: 486–494.1740627110.1038/nprot.2006.70

[PEGORAROGR196204C26] Masri S, Sassone-Corsi P. 2010 Plasticity and specificity of the circadian epigenome. Nat Neurosci 13: 1324–1329.2097575610.1038/nn.2668PMC4071955

[PEGORAROGR196204C27] O'Brien C, Bradshaw WE, Holzapfel CM. 2011 Testing for causality in covarying traits: genes and latitude in a molecular world. Mol Ecol 20: 2471–2476.2159576910.1111/j.1365-294X.2011.05133.xPMC3362484

[PEGORAROGR196204C28] Park J, Peng Z, Zeng J, Elango N, Park T, Wheeler D, Werren JH, Yi SV. 2011 Comparative analyses of DNA methylation and sequence evolution using *Nasonia* genomes. Mol Biol Evol 28: 3345–3354.2169343810.1093/molbev/msr168PMC3215512

[PEGORAROGR196204C29] Ripperger JA, Merrow M. 2011 Perfect timing: epigenetic regulation of the circadian clock. FEBS Lett 585: 1406–1411.2153604110.1016/j.febslet.2011.04.047

[PEGORAROGR196204C30] Ritz C, Spiess AN. 2008 *qpcR*: an R package for sigmoidal model selection in quantitative real-time polymerase chain reaction analysis. Bioinformatics 24: 1549–1551.1848299510.1093/bioinformatics/btn227

[PEGORAROGR196204C31] Sarda S, Zeng J, Hunt BG, Yi SV. 2012 The evolution of invertebrate gene body methylation. Mol Biol Evol 29: 1907–1916.2232871610.1093/molbev/mss062

[PEGORAROGR196204C32] Saunders DS. 1965 Larval diapause of maternal origin: induction of diapause in *Nasonia vitripennis* (Walk.) (Hymenoptera: Pteromalidae). J Exp Biol 42: 495–508.

[PEGORAROGR196204C33] Saunders D. 1974 Evidence for ‘dawn’ and ‘dusk’ oscillators in the *Nasonia* photoperiodic clock. J Insect Physiol 20: 77–88.

[PEGORAROGR196204C34] Saunders DS, Lewis RD, Warman GR. 2004 Photoperiodic induction of diapause: opening the black box. Physiol Entomol 29: 1–15.

[PEGORAROGR196204C35] Stevenson TJ, Prendergast BJ. 2013 Reversible DNA methylation regulates seasonal photoperiodic time measurement. Proc Natl Acad Sci 110: 16651–16656.2406764810.1073/pnas.1310643110PMC3799317

[PEGORAROGR196204C36] Tahiliani M, Koh KP, Shen Y, Pastor WA, Bandukwala H, Brudno Y, Agarwal S, Iyer LM, Liu DR, Aravind L, 2009 Conversion of 5-methylcytosine to 5-hydroxymethylcytosine in mammalian DNA by MLL partner TET1. Science 324: 930–935.1937239110.1126/science.1170116PMC2715015

[PEGORAROGR196204C37] Thomassin H, Kress C, Grange T. 2004 MethylQuant: a sensitive method for quantifying methylation of specific cytosines within the genome. Nucleic Acids Res 32: e168.1557667510.1093/nar/gnh166PMC535695

[PEGORAROGR196204C38] Thomson JP, Hunter JM, Nestor CE, Dunican DS, Terranova R, Moggs JG, Meehan RR. 2013 Comparative analysis of affinity-based 5-hydroxymethylation enrichment techniques. Nucleic Acids Res 41: e206.2421495810.1093/nar/gkt1080PMC3905904

[PEGORAROGR196204C39] Treisman JE, Ito N, Rubin GM. 1997 *misshapen* encodes a protein kinase involved in cell shape control in *Drosophila*. Gene 186: 119–125.904735410.1016/s0378-1119(96)00694-4

[PEGORAROGR196204C40] Wang HQ, Tuominen LK, Tsai CJ. 2011 SLIM: a sliding linear model for estimating the proportion of true null hypotheses in data sets with dependence structures. Bioinformatics 27: 225–231.2109843010.1093/bioinformatics/btq650

[PEGORAROGR196204C41] Wang X, Wheeler D, Avery A, Rago A, Choi JH, Colbourne JK, Clark AG, Werren JH. 2013 Function and evolution of DNA methylation in *Nasonia vitripennis*. PLoS Genet 9: e1003872.2413051110.1371/journal.pgen.1003872PMC3794928

[PEGORAROGR196204C42] Werren JH, Richards S, Desjardins CA, Niehuis O, Gadau J, Colbourne JK, Nasonia Genome Working Group, Werren JH, Richards S, Desjardins CA, 2010 Functional and evolutionary insights from the genomes of three parasitoid *Nasonia* species. Science 327: 343–348.2007525510.1126/science.1178028PMC2849982

[PEGORAROGR196204C43] Xiang H, Zhu J, Chen Q, Dai F, Li X, Li M, Zhang H, Zhang G, Li D, Dong Y, 2010 Single base–resolution methylome of the silkworm reveals a sparse epigenomic map. Nat Biotechnol 28: 516–520.2043646310.1038/nbt.1626

[PEGORAROGR196204C44] Yaish MW, Colasanti J, Rothstein SJ. 2011 The role of epigenetic processes in controlling flowering time in plants exposed to stress. J Exp Bot 62: 3727–3735.2163308210.1093/jxb/err177

[PEGORAROGR196204C45] Zemach A, McDaniel IE, Silva P, Zilberman D. 2010 Genome-wide evolutionary analysis of eukaryotic DNA methylation. Science 328: 916–919.2039547410.1126/science.1186366

[PEGORAROGR196204C46] Zwier MV, Verhulst EC, Zwahlen RD, Beukeboom LW, van de Zande L. 2012 DNA methylation plays a crucial role during early *Nasonia* development. Insect Mol Biol 21: 129–138.2212280510.1111/j.1365-2583.2011.01121.x

# Supplementary material for: DNA methylation changes induced by long and short photoperiods in Nasonia
**Source:** Genome Res. 2016 Feb;26(2):203–10. doi: 10.1101/gr.196204.115
**Supplement:** Supplemental Material

DNA methylation changes induced by long and short photoperiods in Nasonia — DNA methylation changes induced by long and short photoperiods in Nasonia — Supplemental Material 

# DNA methylation changes induced by long and short photoperiods in *Nasonia*

## Supplemental Material

**Files in this Data Supplement:**

- Supplemental Material.pdf

How the deposited data were processed for this re-analysis (not part of the article)

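DNA methylation was measured by RRBS in 1 library from 10 females of the wild-type strain AsymC kept in long day and 1 library from 10 females kept in short day. The authors trimmed the reads with Trim Galore 0.2.5, aligned them to Nvit_2.0 with Bismark 0.7.7 and deposited, for each cytosine, the counts of methylated and unmethylated reads, without normalization; the layout is that of methylKit 0.5.6. The authors' read filters are part of the deposited counts and could not be changed here. A minimum of 10 reads per cytosine is visible in the files and is not stated in the paper's text. In another deposited copy of each table, the position column on chromosome 2 lies 70 bases above the position in the site names of that copy. This holds on all 655998 lines of that chromosome in long day and all 720365 in short day. Positions given here are those of the copy deposited per library. Which position is right was not determined, so positions on chromosome 2 may be off by 70 bases.

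Per-cytosine counts were read with Python 3.11.15 and pandas 2.3.3, and statistics were computed with NumPy 2.4.6 and SciPy 1.17.1; figures were drawn with Matplotlib 3.10.9. A cytosine was called methylated by a one-sided binomial test of K or more methylated reads against the paper's error rates of 0.0068 (long day) and 0.00622 (short day), adjusted by the Benjamini-Hochberg method at an FDR of 1% within CpG, CHG and CHH context. Differentially methylated CpGs were called by a two-sided Fisher's exact test per CpG and strand on sites with at least 10 reads in each library, adjusted by the Benjamini-Hochberg method over all 1270716 sites at an FDR of 0.05. The paper's results name the Benjamini-Hochberg method and its methods name SLIM for this step; the former was used. These choices were made before the data were examined. Intervals of shares are Wilson intervals at 95%; the interval of the mean difference is the mean with a normal 95% interval over sites, which takes sites as independent.

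The calls were tested on simulated data at the real depths with 200 changed sites per size among 1270716 CpGs. The binomial calls gave 1 false call among 525 in long day and 2 among 554 in short day, and recovered every CpG with a level of 80%. Fisher's exact test gave 0 false calls. Simulated reads were drawn independently, so false calls from PCR copies or from differences between libraries could not arise.

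The paper's genes heix and msn were placed by the axis labels of Fig. 2B and Fig. 2C, read as distances between covered CpGs. A first rule for placing a gene asked for at least 5 called sites, and another asked for labels at regularly spaced sites in the order of the run; both were dropped after the data were examined in favour of the rule given at the msn sites. A step in depth was recorded where a site had less than 0.75 of the highest depth among the cytosines within 50 bases before it on the same strand; it was defined after the data were examined, and sites without such cytosines count as having no step.

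CpG sites named in the text are those of the genes the paper names that could be placed, the loci with 2 or more differentially methylated CpGs, and the 10 sites with the largest difference in each direction. The non-CpG sites named were chosen after their values were seen. Also tried were other coverage minimums, adjustment families, binomial probabilities, error rates, level limits, FDR thresholds, a minimum difference, summed strands, removal of very deep sites and libraries thinned to equal depth (the closing section gives the values that moved). A genome and gene annotation of Nvit_2.0 were not used here, so the location of methylated CpGs in exons and introns, genes with covered CpGs, gene lists and the other genes named in the paper were not analysed here. The qPCR, knockdown and drug experiments were not analysed here.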

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

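All tests in this part were chosen after the results were seen. At a CHH cytosine at position 38306 of the unplaced scaffold NW_001819569.1, 63.3% of the long-day reads were methylated; it was singled out as the non-CpG cytosine with the most methylated reads, and the paper discusses no single non-CpG site.

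Of the 47 differentially methylated CpGs, 13 of which could not be assessed, 14 stood out for a drop in depth at the site in 1 library only, which the paper does not discuss: 13 in long day, all higher there, and 1 in short day, higher in short day. Loss of reads that end at an unmethylated cytosine stays open: counting the reads missing relative to the neighbouring cytosines as unmethylated gave a median difference of 8.39 percentage points in place of 82.1, but at these depths the recounted level could not exceed a median of 19.1%, so the limit of 20 set for this test could hardly be missed and the value decides nothing. At 8 of these sites the opposite strand was covered, and its median difference in the direction of the call was -6.20 percentage points (range -16.0 to 5.01) against 80.1 on the called strand, which argues against a difference of both strands at those 8. At positions 7593794 of chromosome 2 and 200405 of chromosome 5, the opposite strand was at 81.25% and 91.0% in long day and at 89.7% and 95.8% in short day. There, the low short-day level of the called strand was the one out of line with the opposite strand. At the rest of the 8, the opposite strand lay nearer the short-day level of the called strand. The cytosine filled in at an MspI end cannot account for the 7 that have no CHG cytosine 1 base before them, but stays open for the other 7, since 50% of the 14 follow a CHG cytosine against 14.3% of all tested CpGs and 20.5% of those with a step in 1 library. What lowered the depth was not tested, steps occur at 13307 tested CpGs in long day only and 19676 in short day only, and a photoperiod effect at the sites without a covered opposite strand stays open as untested here. The paper's qPCR, with biological replicates, found higher methylation in long day at CpG sites of WDR36, LOC100117390 and LOC100117821. Without a gene annotation, whether any of those is among the 14 is not known.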

How the results depend on the processing

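The settings with a step in depth or with more than K methylated reads were chosen after the data were examined, and all others before. No mean difference changed sign under any setting tried, but orders turned: the group under 25% became larger than that over 75% in long day with CHH error rates and in both libraries with more than K methylated reads, and sites higher in long day (19) outnumbered those lower (15) at an FDR of 0.01. All sites higher in long day with a step in depth, except position 6592628 of chromosome 1, passed that FDR. The turn at that FDR is therefore not independent of the step. Of the values under planned settings, 96 stayed within their limits, 22 moved and 1 passed its threshold; of those under added settings, 11 stayed and 15 moved. The 96 are no measure of stability, because they include the settings named below that change nothing. The limits were also wide: 34 differentially methylated sites at an FDR of 0.01, against 47, counted as within them. Non-CpG calls numbered 37 (1.84% of methylated cytosines) with all contexts adjusted together, where 27.9% of short-day methylated CpGs were under 25%, 17 with error rates from CHH cytosines, and 0 with both libraries thinned to equal depth. That last count does not show an effect of depth, since thinning kept only cytosines covered in both libraries and no non-CpG call lay among these before thinning. With CHH error rates, levels under 25% and over 75% made up 37.6% and 33.8% in long day and 35.2% and 36.6% in short day; with limits of 20% and 80%, wider apart by construction, 26.6% and 32.9%, and 25.9% and 34.7%. Counting more than K methylated reads over all contexts gave 263 non-CpG calls (10.0%) and shares of 36.8% and 34.0% in long day and 36.3% and 35.8% in short day; over cytosines in both libraries it gave 181 (8.20%), 37.2% and 33.9%, and 38.4% and 34.4%. Differentially methylated CpGs numbered 291 (187 lower and 104 higher in long day, 16 in heix) when only methylated CpGs were tested. Fewer sites then share the adjustment. These CpGs were called methylated from the same reads that were then compared, 343 of them in short day alone and 188 in long day alone. The FDR may therefore not hold at that setting, and the split may lean toward sites higher in short day. The p for fewer on unplaced scaffolds was then 0.00850 from Fisher's exact test, against 0.411 from a count too small to show it. The number was 30 (14 higher) at equal depth and 28 (8 higher) without sites with a step in depth. At least 20 reads left 15 higher in long day, and every higher site with fewer long-day reads had a step in depth there. A difference of at least 25 percentage points left 2 sites in the run taken for msn. Summing the strands of a CpG gave 50 sites (29 lower, 21 higher), and leaving out very deep sites gave 47. The mean difference was -3.82 percentage points without step sites. Except where the construction is named, the cause was not tested. Coverage minimums of 5, and of 10 for methylated cytosines, change nothing by construction, since only cytosines with 10 or more reads are listed, and the estimated share of unchanged sites was 1, which leaves the adjustment as it is. The planned location, covered-gene and gene-list settings were not run. No paired analysis was possible because each photoperiod has 1 library. Depth limits the calls of CpGs near a level of 10% and, from a level of 20%, of rises of 20 percentage points.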

Differences from the paper's values

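The share of methylated cytosines in non-CpG context was 0.616% in long day, 0.109% in short day and 0.534% over both libraries, and the paper gives 6.7% as an upper limit; the paper's value is a bound, not an estimate, and all of these lie under it. None of the settings fixed before the data were examined that give a share brings it within 1.5 times of the paper's 6.7%. In long day, in short day and over both, it was 1.39%, 0.952% and 1.84% with all contexts adjusted together, 0.732%, 0.253% and 0.725% with CHH error rates, and 0.615%, 0.109% and 0.532% with the probability of exactly K methylated reads, and it did not change at coverage minimums of 5 and 10 reads. Counting more than K methylated reads over all contexts gave 7.13% in long day, 6.44% in short day and 10.0% over both, and the same over cytosines in both libraries gave 6.10%, 4.39% and 8.20%. The 7.13%, 10.0% and 8.20% lie above the paper's limit of 6.7% and the other 3 below it, all but the 4.39% are within 1.5 times of it, and both settings were chosen after seeing the values. Methylated CHH cytosines numbered 8, and the paper's number is 125. No setting fixed beforehand came within 1.5 times of the paper's 125, with 32 when all contexts were adjusted together, 14 with CHH error rates, 8 with exactly K methylated reads and at coverage minimums of 5 and 10 reads, and 0 at equal depth. The 0 follows from keeping only cytosines covered in both libraries, since none of the 8 was among these. Counting more than K methylated reads gave 227 over all contexts, which is still further than 1.5 times, and 154 over cytosines in both libraries, which is within it; these were chosen after seeing the values. No CHH cytosine was methylated in both libraries, and the paper gives 1. Every setting fixed beforehand also gave 0, and both settings with more than K methylated reads, chosen after seeing the values, gave 1. The paper's list of called sites was not used here, so how many of them these settings drop is not known. With more than K methylated reads over all contexts, again chosen after seeing the values, 1616 CpGs were methylated in long day and 2021 in short day, near the paper's 1618 and 2018, and 1278 were shared, which matches the number printed in Fig. 1B.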

Other observations

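The bisulfite conversion test below, and the thinning draws behind the ratios, were chosen after the results were seen; a single draw had been seen first, at which the ratio at equal depth lay just above the limit and depth alone would have been excluded. Methylation of the strands of a CpG went together. At the 381 methylated CpG sites whose opposite strand was covered in both libraries, the levels of the strands had a correlation of 0.909 in long day and 0.925 in short day. These sites are not independent replicates. A CpG with both strands methylated counts once for each strand, so the number of separate CpGs is lower. At the 5 differentially methylated sites without a recorded step in depth whose opposite strand was covered, the opposite strand differed in the same direction.

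The short-day library had 1.26 times as many methylated CpGs as the long-day library, and 1.11 times as many over CpGs covered in both. The fall from 1.26 to 1.11 came from leaving out CpGs covered in 1 library only, before any thinning. At the CpGs covered in both, 20 draws of both libraries to equal depth gave a median ratio of 1.06 (range 1.045 to 1.07). The median and most draws lay above the limit of 5% set for the test, and some draws lay below it. The range covers random thinning only. Depth as the sole cause therefore cannot be told apart from a small remaining difference. With equal depth and the long-day error rate in both libraries the median ratio was 1.04 (range 1.03 to 1.048), within the limit of 5%. Depth and the lower short-day error rate together may therefore account for most of the excess at these CpGs. A difference between the photoperiods of up to the remaining size stays open as untested.

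The mean level of methylated CpGs was lower in long day. Choice of sites through the deeper short-day library is argued against by the mean difference over CpGs called from the summed reads at equal depth, which was -2.83 percentage points (interval -3.21 to -2.46). Incomplete conversion in short day is argued against by the share of CHH calls read as methylated, which was higher in short day by 0.0184 percentage points. A difference between the pools of females or between library preparations, and the photoperiod itself, stay open as untested, since each photoperiod has 1 library.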
